A study of Homo sapiens with 4 samples. Its data were reported in "Integrative analysis of crotonylation-associated genes reveals prognostic and therapeutic targets in gliomas" (2025).

How the data were processed

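The series held 4 samples of T98G, an established human glioblastoma cell line. They were a ChIP library and an input library from cells with an empty vector, and a ChIP library and an input library from cells that overexpressed LGP2, with 1 library in each group. LGP2 is a cytosolic RNA helicase of the RIG-I-like receptor family and is encoded by DHX58. In ChIP-seq, chromatin is fixed, fragments bound by an antibody are collected and sequenced, and regions with more reads than the background are called; an input library is chromatin that skipped the antibody step. The study lists the vector pair among its ChIP-seq data for crotonylated lysine, without saying what part the pair played. The comparison with LGP2 is not described in it, and the antibody of the LGP2 library is not named in the sources used here.

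The values came from 1 deposited table of 29302 regions measured in both ChIP libraries. The regions were called in each library separately, and the authors sorted them into regions called only with LGP2, only with the vector, or in both, the last given as merged regions. For each region the authors deposited the normalized read density as a signal value per library, the log2 ratio of these densities (LGP2 over vector, called M), their mean log2 level (called A) and an unadjusted p-value. They also gave the nearest gene, its distance and the part of the gene model that the region falls in. The aligner, the region caller, its threshold and the normalization tool are not given in the sources used here. Nor is it given whether both libraries were called against an input in the same way, so the counts of regions per library may not be comparable. The labels name the genome build mm10, a mouse build. The positions in the table were human: of 9892 coding transcripts whose symbol was found in the RefSeq table of GRCh38.p14, 99.2% overlapped the gene of that symbol and 20.1% shared a start or end base with it. Coordinates are therefore printed as the file gives them and read as GRCh38. The input libraries had no columns in the table and were not analysed here. No column held a fold enrichment over input or a q-value.

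The deposited levels were traced back to reads. In every region, the level A and the log2 ratio gave whole numbers of reads for both libraries (tolerance 0.001), with 1 read added to each library. This held after removal of a straight line in A (intercept 0.105, slope 0.0453 per log2 unit). The window of 2 kb was inferred from the scale of A, with densities taken as reads per kb, and was not checked in another way. In 100% of regions the deposited p-value was smaller by a factor of 2 than the probability of the observed split of the densities. For this the densities were rounded, with a floor of 1. The deposited p-value was not the probability of a split at least as uneven. It took 20 distinct values. These reads are the depth behind each region: the median over both libraries together was 5 reads per window. The total depth of either library is unknown. Because the file held normalized signal and not counts, the filter of 20 counts that had been planned for count tables was used only as an alternative; 3 regions reached it.

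Regions were counted per library and set, with exact Clopper-Pearson 95% binomial intervals for shares and exact Poisson intervals for reads of single regions. Both cover counting error only, since each group had 1 library. Reads without molecular identifiers may not be independent molecules, so the intervals may be too narrow even for counting error. Overlap of at least 1 bp was computed with bedtools 2.31.1 and was set against 12 overlaps after moving the LGP2 regions by 5 to 200 kb in either direction. The same moves gave the share of regions expected within 1 kb of an end of a coding gene. With 1 library per group no test between conditions was possible, and every difference below describes these libraries without a replicate check. The 15 gene lists, the rule for named genes, the designs and the first alternatives were fixed before the data were examined. For each list with 3 or more genes in the table, a gene was represented by its region with the highest A, and the median log2 ratio of the list was placed among 10000 random lists of the same size matched on A. A list was called apart outside the central 95%, that is, below percentile 2.5 or above 97.5. The split of each list's regions between the libraries was compared with all other regions by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 15 lists. Older gene symbols were matched through the RefSeq table, and 3 of 433 listed symbols matched no single gene.

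Genes were named by this rule. DHX58 and CXCL1 were named in any case. Since every deposited region had passed the authors' threshold, the 10 regions with the largest log2 ratio in each direction among regions called in 1 library were named, with ties in alphabetical order, and the 10 regions with the highest A among those called in both. Up to 4 members of each list were taken by absolute log2 ratio, each with the region where that ratio was largest. Some genes that this rule takes are not reported here. At the tenth place, 14 regions of the LGP2 set and 8 of the vector set shared the same ratio. Genes and chromosomes named for other reasons are said to be chosen after their values were seen.

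Alternatives covered the chromosomes used, the distance that counts as shared, the reads added before the ratio (0.5 or 5), the scaling of the libraries (median ratio, total reads, reads at regions of the other library, none), an exact binomial test per region, promoter regions only, the mean over a gene's regions, unmatched random lists, shares of bases and the omission of chromosome 20. On simulated data, reads were recovered in 100% of 29302 regions. Among 16 simulated lists of 12 genes each, 12.5% were called when raised by 0.5 on the log2 scale, 37.5% when raised by 1 and 87.5% when raised by 2, and 5 of 100 unchanged lists were called. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.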

Results

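ChIP-seq was performed in T98G glioblastoma cells with an empty vector and in T98G cells that overexpressed LGP2, with 1 ChIP library and 1 input library per condition. By the title of the series, the question was what LGP2 does in glioma. Values were given for the 2 ChIP libraries over 29302 regions, each measured as reads in a window inferred to be 2 kb. There were no replicates, so each value stands for 1 library. Where a gene is said to have reads at a transcript start, the authors annotated the region as promoter. That label reaches up to 3 kb from a start, so the reads need not lie at the start itself. Such a start is that of any annotated transcript and can lie inside the gene: of 4490 promoter regions matched to a RefSeq gene by symbol, 48.8% [47.3 to 50.3] lay within 3 kb of either end of that gene. Whether both libraries were called against an input in the same way is not given in the sources used here. The antibody of the LGP2 library is not named in the sources used here, and "signal" below means ChIP reads without a stated target.

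At DHX58, the gene that encodes LGP2, 1 region was called, in the vector library only. It lay at chromosome 17, 42112024 to 42112364, annotated as promoter and 99 bp from a transcription start. The LGP2 library nevertheless had more reads there, 6 [95% Poisson interval 2.20 to 13.1] against 3 [0.619 to 8.77] in the vector library. The intervals overlapped, and the authors' deposited table gave a log2 ratio of 0.98 with an unadjusted p of 0.117. No other region was called in DHX58, so the overexpression itself was not checked by these values.

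At CXCL1, a chemokine that binds the receptor CXCR2 and the gene that the study followed in its crotonate experiment, 1 region was called, in the vector library only. It lay in intergenic sequence at chromosome 4, 73885959 to 73886433, and 16567 bp from the transcription start. The vector library had 8 reads [3.45 to 15.8] and the LGP2 library had 0 [0 to 3.69]. In the authors' deposited table the log2 ratio was -3.04 and the unadjusted p was 0.0781. A read count of 0 in the LGP2 library was found at 43 of the 185 vector-only regions with 8 or more vector reads (23.2% [17.4 to 30]), CXCL1 among them.

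The libraries shared almost none of their regions. The LGP2 library had 16155 called regions covering 5345.2 kb and the vector library had 13226 covering 4424.1 kb. Of these, 16076 were called only with LGP2, 13147 only with the vector, and 79 in both. The shared regions made up 0.489% [0.387 to 0.609] of the LGP2 regions and 0.597% [0.473 to 0.744] of the vector regions. After the LGP2 regions were moved by 5 to 200 kb, between 43 and 68 still overlapped a vector region (median 52.5, 12 moves). Within 1000 bp of each other lay 252 regions at the true positions and 180 to 234 after moving. The balance of calls depended on depth: 3437 LGP2 and 3696 vector regions had at least 5 reads in the calling library. That limit was chosen after the data were seen.

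**Figure D1:**
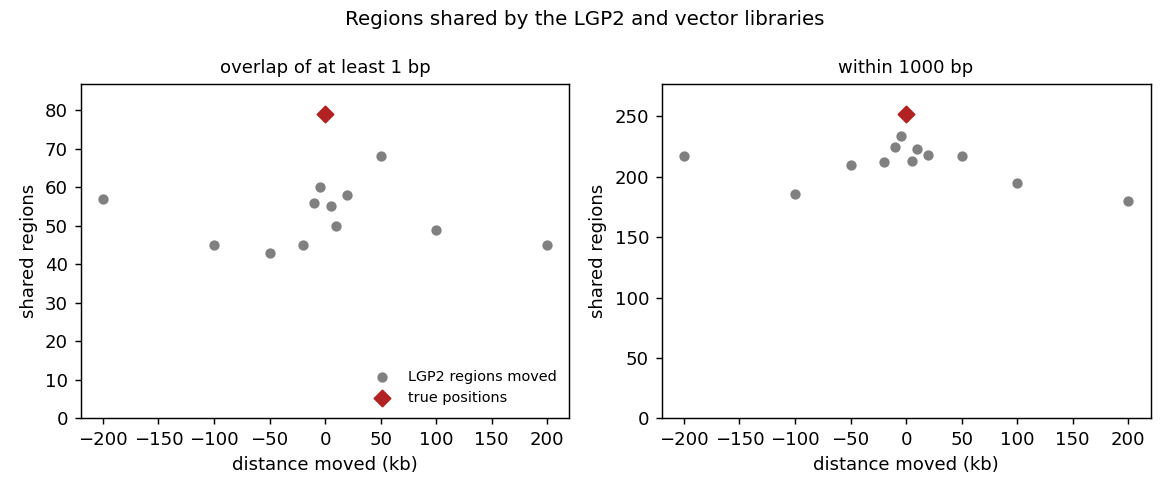
Number of LGP2 regions shared with the vector regions (vertical axis) against the distance by which the LGP2 regions were moved in kb (horizontal axis), for an overlap of at least 1 bp (left) and for regions within 1000 bp (right). The red diamonds mark the true positions, 79 and 252 regions, and the grey points mark the 12 moves, which reached 68 and 234.

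The shared regions with the strongest signal lay near ANKRD26P1, a pseudogene, and AC242852.1. The first was in intergenic sequence at chromosome 16, 46390583 to 46390912, with 82 LGP2 reads and 81 vector reads, the highest of all regions. The other was in intergenic sequence at chromosome 1, 143246812 to 143247331, with 14 and 15 reads. The input libraries had no values, so it was not checked whether these reads came from the antibody step. An alternative chosen after the data were seen left out these regions and any other shared region in the same megabase, whatever its reads. It left 75 shared regions. The other named shared regions were much weaker. COBL, an actin nucleator, had an intronic region at chromosome 7, 51224997 to 51226178, with 4 LGP2 and 8 vector reads. UNC13B, a protein of synaptic vesicle release, had an intronic region at chromosome 9, 35391416 to 35391708, with 4 and 7 reads, and ITGA9-AS1 had the same reads at a transcript start. LINC02250 had 5 and 5 reads in an intron, and AC068075.1 had 5 and 4 in intergenic sequence. JMY and AC092170.1 each had 4 and 6 reads, and AL445687.1 had 3 and 7.

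The regions called in 1 library were shallow. LGP2-only regions had a median of 3 LGP2 reads (range 2 to 11) and 1 vector read, and vector-only regions had a median of 4 vector reads (range 2 to 14) and 1 LGP2 read. The other library had 0 reads at 21.7% of the LGP2-only regions and at 33.6% of the vector-only regions. At 1090 LGP2-only regions and 1059 vector-only regions, DHX58 among the latter, the log2 ratio in the authors' deposited table pointed to the library that had not called the region. The median region was 305 bp wide in the LGP2-only set, 309 bp in the vector-only set and 506 bp in the shared set.

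**Figure D2:**
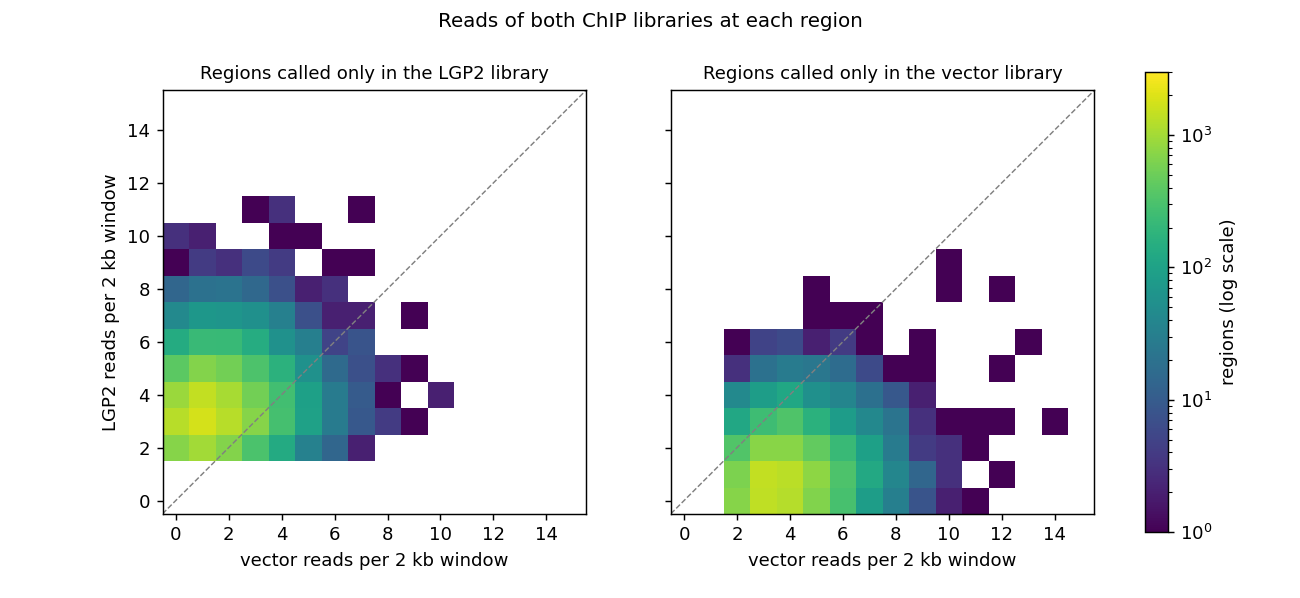
Reads per window, inferred to be 2 kb, in the vector library (horizontal axis) and the LGP2 library (vertical axis) at the 16076 regions called only with LGP2 (left) and the 13147 called only with the vector (right). Colour gives the number of regions on a log scale and the dashed line marks equal reads; most regions held fewer than 6 reads in the library that called them.

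The largest LGP2-only differences were at CCR4, ITIH4 and TSHZ3, each with 10 LGP2 reads [4.80 to 18.4] and 0 vector reads [0 to 3.69]. CCR4, a chemokine receptor, had this region in intergenic sequence at chromosome 3, 32959203 to 32959497, and 3 vector-only regions assigned to it, with 1 and 7, 2 and 5, and 0 and 4 reads. ITIH4, a plasma protein made in the liver, had it at a transcript start at chromosome 3, 52824956 to 52826020. TSHZ3, a zinc finger transcription factor, had it in an intron at chromosome 19, 31269202 to 31270244. The log2 ratio of these 3 regions in the authors' deposited table was 3.60, with an unadjusted p of 0.0273. MIR7977 followed with 9 and 0 reads in intergenic sequence. HEXA, a subunit of a lysosomal hexosaminidase, had 8 and 0 reads at a transcript start at chromosome 15, 72345360 to 72345783. CTNNA2, the neuronal alpha-catenin, had 8 and 0 reads in an intron at chromosome 2, 79249687 to 79250153. The non-coding genes AC012368.1, AC073257.1, AL078602.1 and AL137078.2 also had 8 and 0 reads.

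The largest vector-only differences were at AC003991.2, AC005534.1 and AIM2. AC003991.2 had 0 LGP2 reads and 11 vector reads at a transcript start at chromosome 7, 88214765 to 88215331, with a log2 ratio of -3.44 in the authors' deposited table. AIM2, a cytosolic DNA sensor of the inflammasome, had 0 and 10 reads at a transcript start at chromosome 1, 159142213 to 159142628, and AC005534.1 had the same reads at a transcript start. NR1I2, the pregnane X receptor, had 0 and 9 reads in an intron at chromosome 3, 119776665 to 119776974. RBM15B, an RNA-binding protein, had 0 and 9 reads at chromosome 3, 51393345 to 51393637, annotated as promoter and 2061 bp from a transcript start. EXTL1 in a 3' UTR, HAPLN3 and PTPRT in introns and LINC01534 downstream of the gene had the same reads. A log2 ratio against 0 reads depends on the 1 read added to each library and is not a bound on the fold. Each value is that of 1 region: of the 20 genes with the largest differences in either direction, 13 had further regions, and 7 of these had a region with a ratio of the opposite sign.

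Over all regions, 8655 (29.5%) had at least 2-fold higher signal with LGP2 and 7388 (25.2%) at least 2-fold lower signal, by the log2 ratio in the authors' deposited table. Among these, 53.9% were higher with LGP2. Nearly every region was chosen for its reads in 1 library, so a ratio towards that library is built in. The ratio pointed that way at 93.2% of LGP2-only and 91.9% of vector-only regions. These sets made up 54.9% and 44.9% of all regions, so the counts largely follow the numbers of calls. When the libraries were instead scaled by the reads that each had at regions only the other called, the counts were 11250 and 5738, or 66.2% higher, and the median of all regions moved by 0.33 on the log2 scale. Scaling by the median ratio gave 8647 and 9377, or 48.0% higher, and a median shift of -0.15. The prior mattered more: with 5 reads added to each library only 954 and 443 regions stayed past 2-fold. The unadjusted p in the authors' deposited table was below 0.05 at 99 regions, 68 of them LGP2-only, 30 vector-only and 1 shared. After Benjamini-Hochberg adjustment the lowest value was 0.196, so 0 regions passed 0.05. These p-values compare 2 libraries and not 2 conditions. Before adjustment they are also smaller by a factor of 2 than the probability of the observed split.

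Among the genes of the RIG-I-like receptor pathway, 14 of 26 had a region, with 10 LGP2-only and 8 vector-only regions. DDX58, which encodes RIG-I, had 6 LGP2 reads and 0 vector reads at an intronic region at chromosome 9, 32468571 to 32468912. TKFC, an inhibitor of the sensor MDA5, had 6 and 0 reads at a transcript start at chromosome 11, 61341158 to 61341610. IFIH1, which encodes MDA5, had 0 and 5 reads in intergenic sequence and 4 and 4 in an intron, and DDX3X, an RNA helicase, had 0 and 4. The median log2 ratio of the list was 0.43 (0.16 with genes at 0 reads set to a floor of 3 reads), at percentile 76.9 of random lists.

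Of the interferon-stimulated genes, 9 of 51 had a region, 6 LGP2-only and 4 vector-only, with the median at percentile 45.0. OAS2, which makes an RNase L activator, had 0 LGP2 and 5 vector reads in an intron, and OASL had 1 and 4 in intergenic sequence. IFI27 had 4 and 0 reads at a transcript start, and MX2, an antiviral GTPase, had 7 and 2 reads in an intron. Members thus lay on both sides, and no shift of the list was detectable at this depth.

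Chemokines and inflammatory cytokines had 3 LGP2-only and 8 vector-only regions over 11 of 37 genes. Besides CXCL1, CSF1, the macrophage growth factor, had 0 LGP2 and 5 vector reads in intergenic sequence. IL1A had 3 and 0 reads at a transcript start and CXCL14 had 3 and 1 reads in an intron. The split of the regions gave p = 0.0748 by Fisher's exact test and 0.583 after adjustment, and the median log2 ratio of -0.59 was at percentile 19.1. Genes of the NF-kB pathway had 9 LGP2-only and 4 vector-only regions over 9 of 28 genes, at percentile 49.1. CHUK and IKBKB, both IkB kinases, had 5 and 0 and 5 and 1 reads, while NFKB1 and NFKB2 each had 0 LGP2 and 3 vector reads.

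Enzymes and readers of crotonylation, the lysine modification that the study addressed, had 10 LGP2-only and 2 vector-only regions over 10 of 20 genes. GCDH, a dehydrogenase that forms crotonyl-CoA, had 3 LGP2 reads and 0 vector reads at a transcript start at chromosome 19, 12899821 to 12900142. KAT8, an acetyltransferase, had 4 and 1 reads at a transcript start, and CREBBP had 5 and 1 reads in intergenic sequence. ACOX3, a peroxisomal acyl-CoA oxidase, had 0 and 6 reads at a transcript start. The median log2 ratio was 0.79 (0.59 with genes at 0 reads set to the floor), at percentile 89.8, and the split gave p = 0.0777 by Fisher's exact test and 0.583 after adjustment.

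Glioma driver genes had 16 LGP2-only and 13 vector-only regions over 15 of 32 genes, at percentile 12.7. TERT, the catalytic subunit of telomerase, had 7 LGP2 reads and 0 vector reads at a transcript start inside the gene, at chromosome 5, 1267859 to 1268326. Its other LGP2-only regions had 3 and 0 reads, and 4 and 3 reads at the region placed 2-3 kb upstream of a start. ATRX, BRAF and NF1 each had a region with 0 and 4 reads. The other regions of ATRX had 1 and 4, 0 and 2, and 5 and 2 reads, those of NF1 had 3 and 1 and 2 and 4, and that of BRAF had 2 and 3. The median log2 ratio of this list was -0.27 and turned to 0.07 when scaled by reads at regions of the other library. Genes of the mesenchymal and astroglial states had 11 LGP2-only and 16 vector-only regions over 12 of 35 genes, at percentile 8.65. TNC, an extracellular matrix protein, had 0 and 7 reads in its 3' UTR and 0 and 5 and 2 and 1 in introns. COL4A1 had 0 and 4 reads in an exon and 5 and 4 in an intron. FN1 had 4 regions at transcript starts, with 0 and 4, 1 and 5, 2 and 4, and 2 and 0 reads, and CD44, a hyaluronan receptor, had 4 and 0 at a transcript start.

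Housekeeping genes, included because their promoters are active, had a region at 5 of 40 genes (12.5% [4.19 to 26.8]). Silent tissue-specific genes had one at 11 of 39 (28.2% [15 to 44.9]). Promoter regions were found at 3 and 8 genes. Neither difference passed Fisher's exact test (p = 0.0993 for any region and 0.115 for promoter regions). ACTB had 1 LGP2 and 7 vector reads in intergenic sequence, RPL5 had 0 and 3 at a transcript start, RPL4 had 4 and 1 at a transcript start and PGK1 had 3 and 0 in an intron. The thyroid gene TG had 0 and 4 reads at a transcript start and 7 and 2 in intergenic sequence, SCGB1A1 had 4 and 0, and ALB had 0 and 3. The medians were at percentile 67.3 for housekeeping and 49.3 for silent genes. Of the 54 genes named from the lists, 21 had further regions, and at 13 of these genes 1 or more had a log2 ratio of the opposite sign. None of the 13 lists that could be placed lay outside the central 95% of random lists.

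Promoter annotation, within 3 kb of the start of any annotated transcript, was more frequent among LGP2-only regions (3444 regions, 21.4% [20.8 to 22.1]) than among vector-only regions (2425 regions, 18.4% [17.8 to 19.1]). The odds ratio was 1.21 [1.14 to 1.28], and 1.14 [1.07 to 1.21] when compared within chromosomes. Introns held 40.8% of LGP2-only and 43.5% of vector-only regions, and intergenic sequence held 32.9% and 33.7%. The shared regions did not differ detectably, with 17 of 79 in promoters (21.5% [13.1 to 32.2]). Neither set lay detectably closer to the ends of coding genes than its own moved positions. Within 1 kb of an end of a coding gene lay 3.09% of LGP2-only regions (2.85 to 3.47% after moving) and 2.36% of vector-only regions (2.23 to 2.79% after moving). The median share after moving was also higher for the LGP2-only set, 3.15% against 2.66%. No promoter share was computed for moved positions, so the promoter difference was not separated from a difference in the density of genes around the regions.

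Chromosome 20 differed from all others in the balance of calls. It had 587 LGP2-only and 176 vector-only regions, a ratio of 3.34 [2.81 to 3.97], against 1.22 over all chromosomes. Intervals that lay above this whole were also found on chromosome 22 (1.93 [1.60 to 2.33]), chromosome 15 (1.68 [1.47 to 1.93]), chromosome 16 (1.63 [1.44 to 1.85]), chromosome 17 (1.62 [1.43 to 1.83]), chromosome 19 (1.5 [1.30 to 1.74]) and chromosome 11 (1.47 [1.33 to 1.62]). Vector-only regions outnumbered LGP2-only regions, with an interval below 1, on chromosome X (0.670 [0.572 to 0.785]), chromosome 4 (0.832 [0.749 to 0.923]) and chromosome 18 (0.853 [0.728 to 0.999]). Intervals that held 1 but lay below the ratio of 1.22 over all chromosomes were found on chromosome 6 (0.978 [0.888 to 1.08]), chromosome 10 (0.921 [0.821 to 1.03]), chromosome 13 (1.03 [0.901 to 1.19]) and chromosome 14 (0.914 [0.794 to 1.05]). These chromosomes were chosen after their values were seen.

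**Figure D3:**
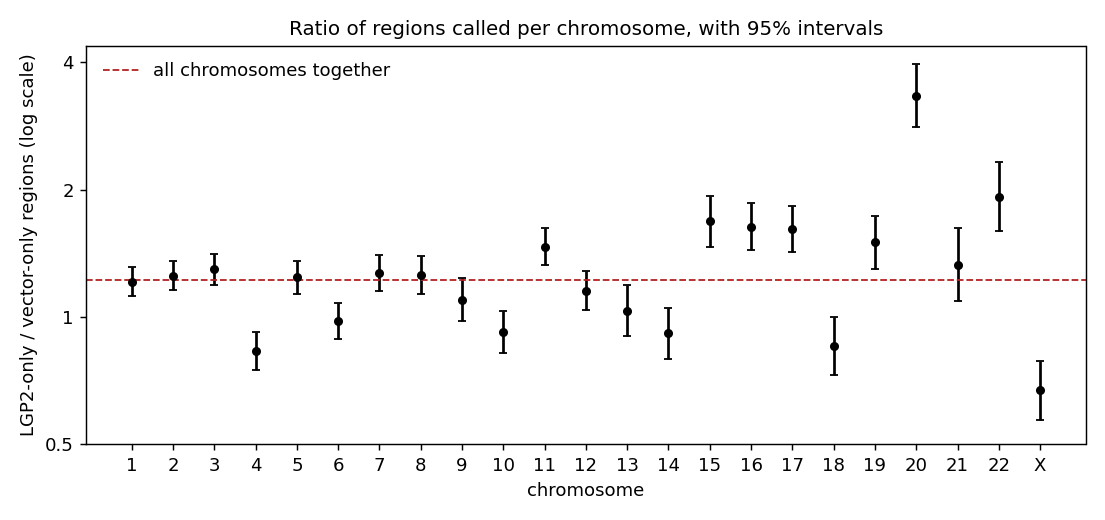
Ratio of LGP2-only to vector-only regions on each chromosome (vertical axis, log scale), with 95% intervals from counting error as bars; the dashed line is the ratio of 1.22 over all chromosomes. Chromosome 20 stood highest at 3.34 and chromosome X lowest at 0.670; chromosome Y, with few regions, is not drawn.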

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

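Of 88 values computed under alternatives, 79 kept their call or, for counts, stayed within 1.5 times. Many of these were gene-list values, and no list was called under any setting. For the lists, a kept call therefore says little about stability: neuronal markers counted as kept although they went from percentile 72.4 to 23.07. No value that passed a threshold changed sign, but for the lists this could not have been otherwise. The odds ratio for promoter annotation stayed above 1 within chromosomes. Medians of 3 lists that did not stand apart changed sign: neuronal markers (0.43 to -0.27 with promoter regions only), silent genes (0.16 to -0.16 with the mean over regions) and glioma driver genes (-0.27 to 0.07 when scaled by reads at regions of the other library); the cause was not tested. The balance of 2-fold calls turned from 8655 higher and 7388 lower to 8647 and 9377 with the median ratio or no scaling and to 8804 and 8840 with a prior of 0.5 reads, and went from 53.9% to 68.3% higher with a prior of 5. The counts under those scalings and with a prior of 0.5 reads stayed within 1.5 times. The 9 values that moved further are given next. Requiring 5 reads in the calling library, an alternative chosen after the data were seen, left 3437 LGP2 and 3696 vector regions. Counting regions within 1000 bp as shared gave 252, and moving the LGP2 regions, also chosen afterwards, gave a median of 52.5. Adding 5 reads to each library left 954 regions at least 2-fold higher and 443 at least 2-fold lower, as its construction shrinks ratios of few reads. The filter of 20 reads left 0 higher and 0 lower, because 3 regions reached it. An exact binomial test per region, chosen afterwards, gave 1192 regions with unadjusted p below 0.05 and 0 after adjustment. It used the recovered reads and not the rounded densities behind the deposited p-value. Its probability also includes more uneven splits, unlike the deposited one, and that alone could not raise the count. Gene lists outside the central 95% numbered 0 under every setting run, although glioma driver genes reached percentile 3.27 with promoter regions only. A stricter q-value, a fold enrichment of at least 5 and ChIP over input were not run, since the table used holds no such columns; reciprocal overlap was not run, since shared regions were deposited merged. No paired analysis was possible because each group had 1 library. The median was 5 reads over both libraries, and at this depth simulated lists of 12 genes raised by 1 on the log2 scale were called in 37.5% of cases; other depths and list sizes were not simulated.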

Other observations

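Tests on shared regions, gene ends, read density along and between chromosomes and LGP2 itself were chosen after the result was seen; those on chance clusters, gene density and the CXCL1 zero were written before.

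Neuronal markers, a list fixed as another cell type, had the most regions of any fixed list, 50 LGP2-only and 40 vector-only over 13 of 20 genes. RBFOX1, a neuronal splicing factor, had 0 LGP2 and 5 vector reads in an intron, and GRIA1 and SYT1 each had 0 and 4. SYT1 also had an intronic region with 4 and 1 reads. The list's median was at percentile 72.4, and at 23.07 with promoter regions only and 34.2 with the mean over regions. Among single genes, chosen after their values were seen, RBFOX1 had 18 regions (10 LGP2-only, 8 vector-only), CSMD1 had 17 (11 and 6) and PTPRT on chromosome 20 had 15 (11 and 4). Macrophage and microglia markers had 3 LGP2-only and 4 vector-only regions over 5 of 20 genes, at percentile 70.7. CD163 had 0 and 3 reads at one region and 5 and 1 at another, MSR1 had 2 and 0 and 1 and 5 at its regions, PTPRC had 1 and 4 and TYROBP had 3 and 1.

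Cell cycle genes had 5 LGP2-only and 2 vector-only regions over 5 of 26 genes, at percentile 46.03. CCNE1 had 6 LGP2 and 1 vector reads and MCM2 had 4 and 1, both at transcript starts, while MCM3 had 0 and 3 and CDKN1A had 2 and 2. Apoptosis genes had 3 regions of each kind over 5 of 20 genes, at percentile 49.7. CASP8 had 4 and 1 reads at a transcript start, XIAP had 0 and 4, APAF1 had 1 and 3 and BID had 2 and 1. Of 22 replication-dependent histone genes, H2BC5 alone had a region, with 0 and 3 reads at a transcript start.

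Nearly every region was called in 1 library only. The 79 shared regions lay above the highest of 12 moves, 68. That argues against chance overlap as their whole cause, but 12 moves are too few to exclude it. Whether most regions are chance clusters of a few reads stays open: within 5 Mb bins the reads of both libraries barely ranked together (Spearman's rho 0.0326 for LGP2-only and 0.0351 for vector-only regions), but the sets leave out regions called in both, and regions truly specific to 1 library would give the same. Without the bins rho was 0.0950 and 0.0915, and the other library's mean reads went from 1.59 at all LGP2-only regions to 2.22 at those with 8 or more LGP2 reads, and from 1.14 to 1.69 likewise for vector-only regions. A promoter mark that moved with LGP2 stays open too: no enrichment at coding gene ends was detected (2.36% of vector-only regions within 1 kb, up to 2.79% after moving), but chance clusters would dilute one and many annotated promoters lie away from gene ends.

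LGP2-only calls outnumbered vector-only calls unevenly over chromosomes, which are parts of the same 2 libraries and not replicates. Over chromosomes 1 to 19, 21, 22 and X, the ratio of calls followed the vector reads per LGP2-only region (Spearman's rho 0.846, Pearson's r 0.841, permutation p = 1e-05 for both, the smallest that the permutations can give, adjusted 4e-05 over 8 relations; rho 0.803 and r 0.799 without chromosomes X and 10). Those reads also followed LGP2-only calls per Mb (rho 0.747, adjusted permutation p = 0.00018) but not detectably vector-only calls per Mb (rho 0.174, adjusted permutation p = 0.437), so chromosomes with more reads in both libraries may have gained calls in the LGP2 library more than in the vector library. A preference of the LGP2 library for gene-rich chromosomes also stays open (rho 0.567, r 0.490, permutation p = 0.0064 and 0.0183, adjusted 0.0102 and 0.0243; rho 0.466 and r 0.623 without chromosomes 19 and 17). LGP2 overexpression itself cannot be told apart from a difference between the libraries or their inputs, since there was 1 pair of ChIP libraries.

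The CXCL1 region had 8 vector reads and none in the LGP2 library. Among the 185 vector-only regions with 8 or more vector reads, 23.2%, CXCL1 among them, had 0 LGP2 reads, so the CXCL1 zero does not stand out from regions of its strength. Loss of signal with LGP2 is not excluded by this, and the exact binomial p of this region, 0.00827 before adjustment, lies within a family whose lowest adjusted value is 0.560.

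Read density was shared along chromosomes. At chromosome 2, 175 to 180 Mb, LGP2-only regions had a mean of 3.90 vector reads and vector-only regions a mean of 3 LGP2 reads, and at chromosome 7, 90 to 95 Mb, these were 3.57 and 3.56. The means over all regions were 1.59 and 1.14. The 10 bins of 5 Mb with the most vector reads had a mean of 2.13 LGP2 reads per vector-only region, against 1.16 over all 540 bins and at most 1.78 in random draws of 10 bins. Of these 10 bins, 6 were on chromosome 20 and 2 on chromosome 7, and neighbouring bins are not independent. Without chromosome 20 the mean of the top 10 was 1.80, against 1.14 over 529 bins and at most 1.67 in random draws. Chromosome 20 had the highest values of any chromosome, 2.55 vector reads per LGP2-only region and 1.81 LGP2 reads per vector-only region, but fewer vector-only calls per Mb (2.74) than the median of the other chromosomes (4.52). Its copy number was not tested.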
